A study of Dictyostelium discoideum with 8 samples. Its data were reported in "Role of epigenetics in unicellular to multicellular transition in Dictyostelium" (2021).

How the data were processed

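Nuclei of *Dictyostelium discoideum* from frozen cell pellets of the vegetative, streaming, mound and fruiting stages were transposed and sequenced by the authors, in 2 replicates per stage, after 11 cycles of amplification and selection of fragments of 200 to 1000 bp. The labels state only a minimum sequencing depth, common to all libraries. The sample labels name the strain AX4, whereas the title of the series and the methods of the study name AX2 for ATAC-seq.

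Per the study's methods, the authors trimmed both ends of the reads, aligned them with bowtie2, removed the mitochondrial genome and duplicate reads and called peaks with MACS2 in each library. The settings of MACS2, any control and the genome build were not stated for these libraries. Each deposited list gives a start and end for every peak, a summit position, and 4 values per summit from the authors' peak caller. These are a score, which the authors' caller writes as 10 times the -log10 q, a fold enrichment as a ratio of the summit pileup to the background, and the -log10 of the p-value and of the q-value. The smallest -log10 q of the deposited lists was 1.30 to 1.33. The authors called each library alone, so replicates are separate lists. The fold, p and q were used to describe, rank or filter peaks within a list. The exception is the rule for the regions named, which takes the smallest -log10 q among lists that differ in style and depth.

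The lists were made in 2 ways. In 5 lists each interval has 1 summit and the smallest width is 27 to 49 bp, and in 3 lists intervals can hold several summits and the smallest width is 200 bp. The names narrow and broad for these calling styles were chosen here. Wider fragments join neighbouring peaks and raise the pileup and the background, so interval numbers, widths and pileups differ between styles for technical reasons. Style was treated as a technical batch. The number of intervals, the kb covered and the vegetative separation were recomputed within each style, and the same-stage similarity within the narrow style only. Permutations were also restricted to pairs with 1 library of each style, except for the same-stage similarity. The region counts were not recomputed within a style. Several summits in 1 interval were counted as 1 interval. Peak numbers within the deposited names ran without gaps in all 8 lists. DDB0169550 carried 7 peaks in streaming replicate 2 alone and was left out of all comparisons.

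MACS2 writes the fold as (k + 1)/(λ + 1) and the p-value as the Poisson probability of more than k fragments at background λ. The whole number k and the λ that match both values were found for every summit. The largest difference between deposited and recomputed -log10 p was 0.000286. The most frequent λ of a list divided by its smallest width, taken as the fragment length, served as its depth, and was compared within a style only, since the genome size set by the authors is unknown. No interval for counting error was given, because read totals were not used here.

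Similarity of libraries was the base-pair Jaccard index. Chance values came from 100 circular shifts of one list of each pair, with a fixed seed. Regions were intervals of all libraries merged where they shared at least 1 bp. Clustering used average linkage on 1 minus the Jaccard index. Vegetative libraries were compared with the 6 multicellular libraries by exact permutation over the 28 ways to choose 2 of 8 libraries, two-sided for the number of intervals and the kb covered and one-sided for the similarity and for the ranks of region counts. Same-stage pairs were compared with other pairs by exact permutation over the 105 ways to part the libraries into 4 pairs, one-sided. The tests over 28 pairs treat all libraries as exchangeable. Replicates of a stage resemble each other and most of the 28 pairs mix stages, so a same-stage pair can rank high for that alone. P-values were adjusted over these 6 tests by the method of Benjamini and Hochberg. The tests, the stricter q filter, equal numbers of peaks, summit windows, the other overlap measures, the restriction to replicate numbers and the removal of each library were fixed before the data were examined. The joined intervals, the equal numbers of summit windows, the counts of every deposited entry, the values by calling style, the removal of the low-density stretch and the comparison of the share of intervals on each of the 10 sequences were chosen after seeing the data. The regions named are the 3 of each kind with the largest -log10 q in their weakest library, a rule also fixed beforehand.

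The functions were tested on simulated data. For the separation of 2 from 6 libraries, 3% of 100 sets of lists all drawn from the same pool gave p under 0.05 by the exact permutation test. Of 20 sets whose 2 lists came from a separate pool, 100% did. Those 2 lists shared no interval with the others, so this outcome was fixed beforehand. The sets held no replicate pairs or calling styles, so the 3% is not an error rate for the libraries here. For the summit pileups, 100% of 2000 were recovered, and for mirror symmetry all 20 planted centres were found. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

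A genome sequence and a gene annotation of the build behind the lists were not used here. For that reason 7 planned results were not run: the shares of peaks in promoters, in exons and just downstream of transcription start sites, the GC content of peaks, the MADS-box motif in peaks and in regions, and peaks at the genes the study names. Fresh-sample replicates and the read-level differential test of the study were not analysed here.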

Results

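Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA of isolated nuclei, in the social amoeba *Dictyostelium discoideum*. The 8 libraries covered 4 developmental stages with 2 replicates each. Vegetative cells live as single amoebae, and the streaming, mound and fruiting stages are multicellular steps that follow aggregation. The data used here were the peak lists the authors called in each library. A peak interval below is a distinct start and end in a list. The lists held 21951 and 4866 intervals in vegetative replicates 1 and 2, 10159 and 8934 in streaming, 10520 and 9904 in mound, and 2019 and 2796 in fruiting, over the 10 reference sequences that carried peaks in every library.

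The lists fell into 2 calling styles, which split the vegetative replicates and were the same in both replicates of each other stage. Vegetative replicate 1 and the streaming and mound libraries had 1 summit per interval and median interval widths of 70 to 98 bp, and are called narrow below. Vegetative replicate 2 and both fruiting libraries had several summits in some intervals, a smallest width of 200 bp and median widths of 490, 294 and 322 bp, and are called broad below. The narrow style held no fruiting library and the broad style no streaming or mound library. The lists gave no read totals, but the authors' fold enrichment and p-value of each summit fixed its pileup, a whole number of overlapping fragments, and the background it was tested against. The most frequent background was 3.68 fragments in vegetative replicate 1 and 2.29 to 2.86 in the other narrow libraries, and 26.0 in vegetative replicate 2 against 22.6 and 21.8 in the fruiting libraries. Divided by the fragment length each list was called with, vegetative replicate 1 was 2.34 to 2.92 times as deep as the streaming and mound libraries, and vegetative replicate 2 was 1.15 to 1.19 times as deep as the fruiting libraries. These ratios were taken within a style only.

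The first comparison asked whether unicellular and multicellular stages differed in the amount of accessible chromatin called. Peaks covered 2743 kb ± 382 (SD, n = 2) in vegetative libraries, 1264 kb ± 4.08 (SD, n = 2) in streaming, 1313 kb ± 76.1 (SD, n = 2) in mound and 1100.3 kb ± 302 (SD, n = 2) in fruiting libraries. The vegetative mean was 1517 kb above the mean of the 6 multicellular libraries, 1226 kb ± 171 (SD, n = 6), and no other pair of the 8 libraries gave a difference as large (exact permutation test over 28 pairs, two-sided, p = 0.0357, the smallest this design allows; Benjamini-Hochberg adjusted p = 0.0536 over 6 tests). Within the narrow style the vegetative library covered 1184 kb more than the mean of the other 4, and within the broad style 1913 kb more than the fruiting mean. These differences were not adjusted for depth. After thinning of its pileups to the depth of mound replicate 2, vegetative replicate 1 kept 1480 kb, against 1367 kb there. The gap was larger at the depths of the streaming libraries and mound replicate 1, but thinned areas are upper values. Vegetative replicate 2 kept 2921 kb at the depth of fruiting replicate 2, which covered 1314 kb. The setting that moved the difference most was an equal number of top peaks in each library, which left 541 kb (exact permutation test over 28 pairs, two-sided, p = 0.107). With 1 vegetative library left out the difference was 1787 kb without replicate 1 and 1247 kb without replicate 2.

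The number of intervals differed strongly between the calling styles. Vegetative libraries had 13409 ± 12081 intervals (SD, n = 2), and the multicellular libraries 7389 ± 3902 (SD, n = 6), a difference of 6020 that 8 of the 28 pairs of libraries reached (exact permutation test, two-sided, p = 0.286; adjusted p = 0.286). Within the narrow style the vegetative library had 12072 intervals more than the mean of the other 4, and within the broad style 2459 more than the fruiting mean. Neither value was adjusted for depth. Thinned to the depth of each other narrow library, vegetative replicate 1 kept 11223 to 12478 intervals, against 8934 to 10520 in those. Among the 15 pairs with 1 library of each style the vegetative pair ranked first (exact permutation test, two-sided, p = 0.0667, the smallest possible). With all 28 pairs the sign rested on vegetative replicate 1, without which the difference was -2523 intervals. At a -log10 q of at least 5 it was -475. Vegetative replicate 1 had 4.51 times as many intervals as vegetative replicate 2. After intervals less than 200 bp apart were joined and those then under 200 bp wide dropped, the ratio was 1.15, and the vegetative mean was 2554 intervals above the multicellular mean (exact permutation test over 28 pairs, two-sided, p = 0.0357).

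**Figure D1:**
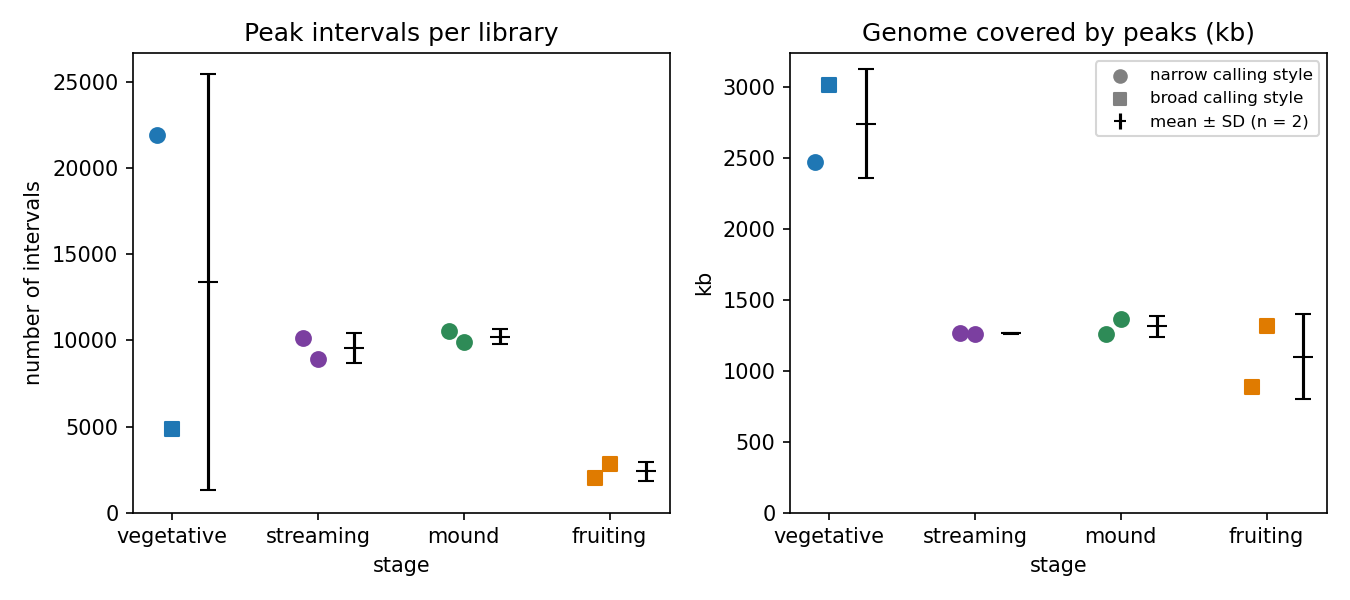
Number of peak intervals (left) and kb covered by peaks (right) in each library by stage, with circles for narrow and squares for broad calling style and black bars for the mean ± SD of the 2 replicates. Both vegetative libraries covered 2473 kb or more, and the 6 multicellular libraries 887 to 1367 kb, while the interval numbers followed the calling style as well as the stage.

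The next comparison asked whether replicates of a stage had peaks in the same places. Similarity was the base-pair Jaccard index, the bases covered in both libraries over the bases covered in either. It was 0.369 for the vegetative pair, 0.480 for streaming, 0.484 for mound and 0.546 for fruiting. The mean of the 4 same-stage pairs was 0.470 ± 0.0734 (SD, 4 pairs) and that of the 24 other pairs 0.231, a difference of 0.239. No other way to part the 8 libraries into pairs gave one as large (exact permutation test over 105 pairings, one-sided, p = 0.00952, the smallest this design allows; adjusted p = 0.0536). These pairings were not restricted by calling style, and 3 of the 4 same-stage pairs share a style. Pairs of different multicellular stages had a mean of 0.427 within a style and 0.207 across styles. All those across styles include a fruiting library, but style may add to the same-stage difference. All 28 pairs exceeded chance, at 5.40 to 29.1 times the mean index after circular shifts of one list. Within the narrow style the difference was 0.156, but its other pairs include those of vegetative replicate 1, which has no replicate there. The streaming and mound pairs, at 0.480 and 0.484, lay closer to the mean of 0.427 between these 2 stages. The alternative that moved it most among those with all 8 libraries was an equal number of top peaks, at 0.298 (exact permutation test, one-sided, p = 0.00952). There the vegetative pair itself had 0.196, below the 0.206 mean of the other 24 pairs and below vegetative replicate 2 with either fruiting library (0.215 and 0.219).

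Vegetative libraries were then set against multicellular ones. The 16 pairs within the vegetative or the multicellular group had a mean index of 0.327 and the 12 pairs between them 0.181, a difference of 0.146 that was the largest of the 28 ways to choose 2 libraries (exact permutation test, one-sided, p = 0.0357, the smallest this design allows; adjusted p = 0.0536). Most of the 28 choices mix stages and so split replicates, which lowers their difference. The first rank therefore reflects similarity of replicates as well as any split between unicellular and multicellular stages. Within the narrow style the index of vegetative replicate 1 with streaming and mound libraries was 0.210 to 0.241, against 0.413 to 0.484 among those 4 libraries. Within the broad style vegetative replicate 2 had 0.154 and 0.211 with the fruiting libraries, against 0.546 between these, which are replicates of 1 stage; the broad style held no pair of different multicellular stages to compare. The difference within the narrow style was 0.219. With intervals reduced to 50% reciprocal overlap the difference fell to 0.0893, and 2 of the 28 pairs reached it (exact permutation test, one-sided, p = 0.0714). Average-linkage clustering placed the 2 vegetative libraries apart from the 6 others, whereas with equal numbers of top peaks or of summit windows the first division put vegetative replicate 2 with the fruiting libraries, as the calling style does, and with the region Jaccard index it set the fruiting libraries apart. With joined intervals the 4 clusters were the 4 stages.

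Among the multicellular stages, streaming and mound libraries shared the most, with an index of 0.427 ± 0.0115 (SD, 4 pairs of libraries). Fruiting libraries had 0.197 ± 0.0190 (SD, 4 pairs) with streaming and 0.216 ± 0.0209 (SD, 4 pairs) with mound libraries. Every one of these fruiting pairs joined a broad to a narrow list, so stage and calling style cannot be told apart for them. With joined intervals the values were 0.434, 0.266 and 0.306.

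**Figure D2:**
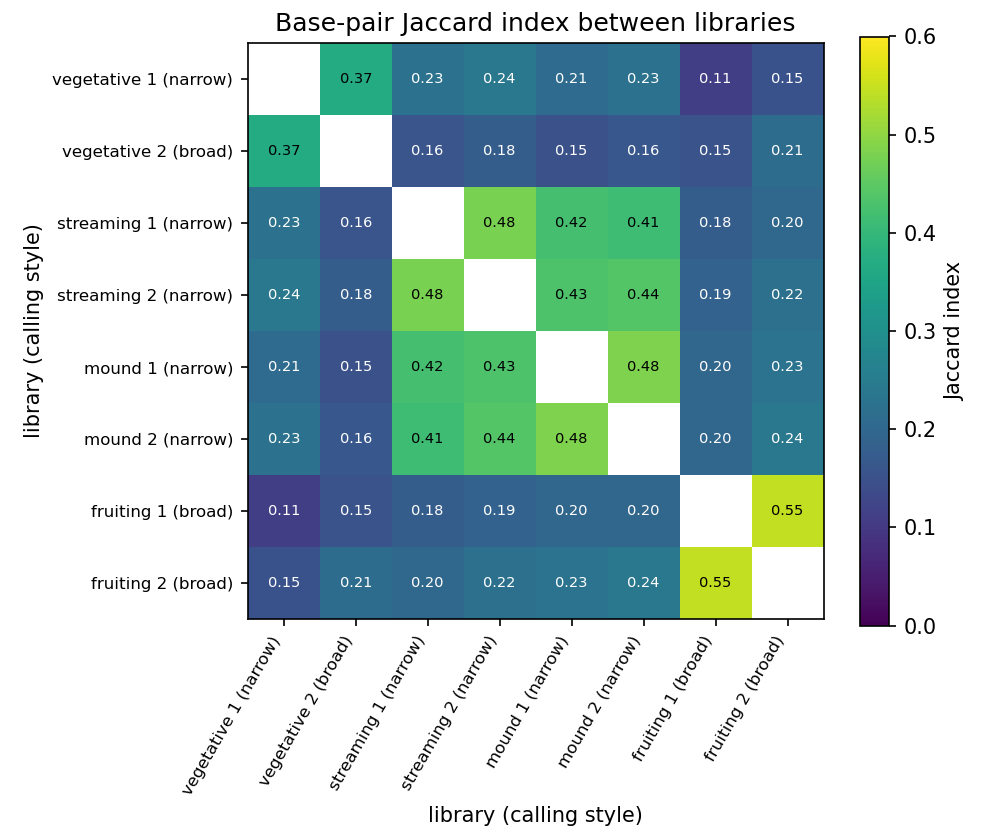
Base-pair Jaccard index between every pair of the 8 libraries, with the calling style of each library in brackets and colour from 0 to 0.6. Same-stage pairs hold 0.369 to 0.546, and pairs of a vegetative with a multicellular library 0.112 to 0.241.

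To count regions specific to unicellular or multicellular stages, intervals of all libraries that shared at least 1 bp were merged into 21839 regions. Peaks of a single library made up 10639 regions (48.7%), of which 7649 came from vegetative replicate 1, and 807 regions (3.70%) had peaks in all 8 libraries. Both libraries of a stage had a peak in 4383 regions for vegetative, 5368 for streaming, 5754 for mound and 1497 for fruiting. Of the 4383 vegetative regions, 1033 had no peak in any multicellular library, more than for any other of the 28 pairs of libraries (exact permutation test by rank, one-sided, p = 0.0357; adjusted p = 0.0536). The mound pair followed with 471. Each vegetative library was the deepest of its calling style, and the region counts were not recomputed at equal depth. The vegetative count fell to 300 regions with equal numbers of top peaks, where its rank was the same, and without vegetative replicate 2 it was 11553. With equal numbers the fruiting, mound and streaming pairs came next, with 185, 130 and 113, so similarity of replicates adds to such ranks. Of the 1233 regions with peaks in all 6 multicellular libraries, 255 (20.7%) had none in either vegetative library. This was the second largest of the 28 counts, after 586 for the fruiting pair (exact permutation test by rank, one-sided, p = 0.0714; adjusted p = 0.0857). With equal numbers of top peaks it was 230 and ranked first (exact permutation test by rank, one-sided, p = 0.0357).

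Positions are given 1-based on the dictyBase reference sequences named in the lists, and which genes lie there was not analysed here. The vegetative regions with no multicellular peak whose weaker library had the largest -log10 q, the authors' own value, were DDB0232432 from 2155762 to 2156257 (8.68 in the weaker library), DDB0232432 from 472107 to 473341 (8.36) and DDB0232430 from 258133 to 258821 (8.27). The regions with a peak in all 6 multicellular libraries and no vegetative one, ranked in the same way, were DDB0232429 from 5158967 to 5159810, with a -log10 q of 25.8 in its weakest library, DDB0232433 from 2025422 to 2026656, with 24.7, and DDB0232432 from 786299 to 787782, with 24.1. The weakest library was found by comparing -log10 q between lists of different style and depth, so these values rank regions of 1 kind and are not compared between the 2 kinds.

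Peaks were unevenly spread along DDB0232429. The longest run of 50-kb windows with under 50% of the median number of intervals covered 650 kb, from 2700001 to 3350000, and no other large sequence had such a run longer than 50 kb. Inside the run the density of intervals was 0.116 to 0.430 times that elsewhere on the sequence across the 8 libraries. Within 700 kb of position 3015887, 42.9 to 61.9% of summits in each 100-kb step of distance had a summit within 50 bp of the mirrored position on the other side, against 2.95 to 6.02% at 1000 to 2000 kb.

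**Figure D3:**
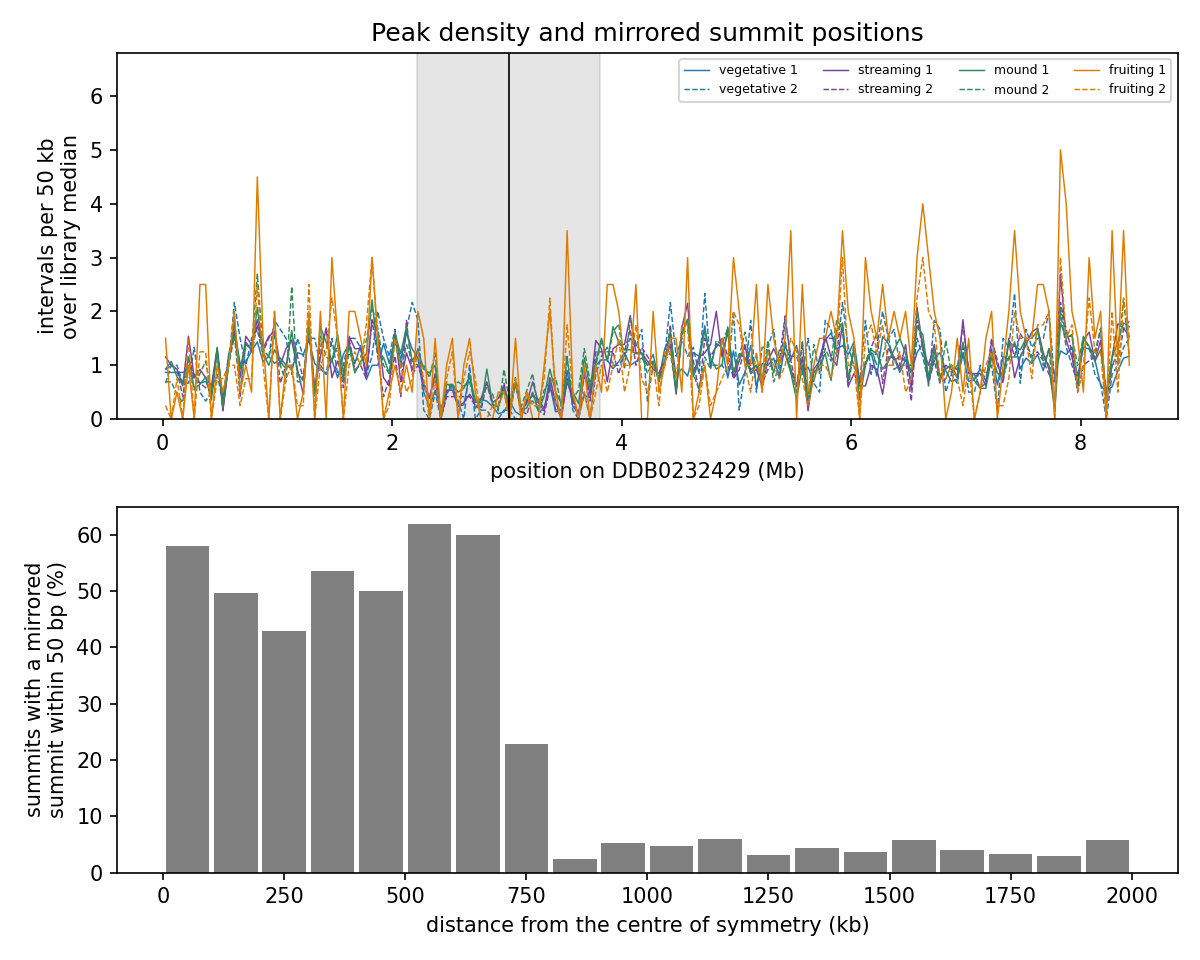
Top, intervals per 50 kb along DDB0232429 over each library's median, with the segment from 2215887 to 3815886 shaded and its centre at 3015887 as a line. Bottom, share of summits with a mirrored summit by distance from that centre, over all 8 libraries, which falls to 6.02% or less beyond 800 kb.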

Values the study reported

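Among 2473 genes conserved with fission yeast and the nematode *C. elegans*, the study counted 922 as accessible in the unicellular stage and 720 in the multicellular stages of *Dictyostelium*. Of the 922, it found 132 to be accessible also in multicellular *Dictyostelium* or in the nematode.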

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

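The tests on the kb covered and on the peaks of DDB0169550 were chosen after these results were seen.

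Fruiting replicate 1 covered 887 kb, the lowest of the 6 multicellular libraries, which otherwise lay between 1259 and 1367 kb. Its gap to the nearest library was larger than Dixon's 95% critical value allows. Of 4 measures examined this way, it was the only one with such a library. Chance gives this in about 1 of 20 uniform groups, and more often when 4 are examined. These 6 libraries span several stages and both calling styles, so the critical value is only a guide. Depth runs against the pattern: fruiting replicate 1 was 1.04 times as deep as fruiting replicate 2, which was called in the same style and covered 1314 kb. Of its intervals, 90.4% overlapped an interval of fruiting replicate 2, which is consistent with fewer of the same peaks passing the threshold. A difference in enrichment between the 2 preparations stays open, and so does a biological difference between the cultures, which was not tested. The stage by itself does not single out this library, since both replicates share it.

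DDB0169550, a reference sequence outside all comparisons above, carried 7 peaks in streaming replicate 2, between positions 33 and 55542, and none in the other 7 libraries. There are no control samples, and 7 peaks lie above the limit of 3 that a count of 0 allows. The background at these summits was a median of 55.0 fragments, 19.3 times the 2.86 fragments of the library as a whole, and the pileups of 90 to 97 fragments were close to the 98 that the highest summit of the library had. A candidate explanation is that reads of an abundant sequence were removed before peak calling in the other libraries and not fully in this one, as the authors describe for the mitochondrial genome. Whether DDB0169550 is that genome was not tested here, and no biological explanation was tested. The 7 peaks are 0.0783% of the library's list.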

How the results depend on the processing

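Settings described as joined, by calling style, equal numbers of summit windows, every entry counted or without the low-density stretch were chosen after seeing the data. The 6 results were recomputed under 98 alternatives in all. The kb covered, the same-stage similarity and the vegetative separation stayed above 0 in every alternative run. The number of intervals was above 0 in 13 of its 15 alternatives.

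At a -log10 q of at least 5 the difference in intervals was -475, that in kb covered 658 (exact permutation test over 28 pairs, p = 0.107), the vegetative-only regions numbered 393, still the first rank of 28, and the regions absent from vegetative libraries numbered 239, now first of 28. The share of weak intervals in vegetative replicate 1, with 3207 of 21951 left, accounts for the first change. With equal numbers of top peaks (2019 per library) the values were 541 kb (p = 0.107, exact permutation test), 300 vegetative-only regions and 230 absent regions, the latter first of 28; fewer peaks entered by construction. Equal numbers of summit windows gave 376 and 266 regions, each first of 28. Joined intervals gave a difference of 2554 intervals and 181 absent regions, each first of 28. The vegetative separation ranked second of 28 with summit windows (0.124), the region Jaccard index (0.138) and a reciprocal overlap of 50% (0.0893), each with an exact permutation p of 0.0714. With the region Jaccard index the pair ahead was the fruiting pair, which the first division of the clustering also set apart. For the other measures the pair ahead is not named here, and the cause of the lower rank was not tested.

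Across the 8 fits that each left out 1 library, the difference in intervals ran from -2523 to 14562, that in kb covered from 1247 to 1787, the same-stage similarity from 0.194 to 0.260, the vegetative separation from 0.130 to 0.166, the vegetative-only regions from 1040 to 11553 and the absent regions from 254 to 426. The lowest difference in intervals came without vegetative replicate 1, the highest without vegetative replicate 2, and so did the 11553 regions. The 426 absent regions came without vegetative replicate 1. With a single vegetative library no test was made.

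Within the narrow style the difference in kb covered was 1184, the same-stage similarity 0.156, in part through the low indices of vegetative replicate 1, and the vegetative separation 0.219. None of these values was adjusted for depth, which was largest in vegetative replicate 1. Within the broad style the kb covered differed by 1913 and the separation was 0.363, where the only pair within a group is the 2 fruiting replicates, so that it sets replicates of 1 stage against different stages. No test was made within a style, which holds 1 vegetative library. Over the 15 pairs with 1 library of each style the vegetative pair ranked first for all 5 results tested in this way, with kb covered (1517), separation (0.146), vegetative-only regions (1033), intervals (6020) and absent regions (255), the last 2 of which ranked lower among all 28. However, 15 pairs cannot give a p under 0.0667.

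The replicate numbers pair no samples beyond a shared number. Correlations over regions between the deviations of same-numbered libraries from their stage means were -0.0487 to 0.111. With the replicate number as a block, the vegetative pair ranked first of 16 for kb covered (1517), separation (0.146) and vegetative-only regions (1033), where the smallest possible p is 0.0625. In the same block the difference in intervals (6020) had p = 0.312, the absent regions (255) p = 0.125 and the same-stage similarity (0.239) p = 0.0417, over 24 pairings, all by exact permutation.

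The alternatives planned for promoter, exon and downstream shares, GC content, the MADS-box motif and peaks at the study's genes were not run, as those results were not. The lists hold no read totals, and the pileup reaches a ceiling, so strengths of the strongest peaks cannot be compared between libraries.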

Other observations

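The tests of shared bases by calling style, peak number and width, all tests on DDB0232431 and DDB0232433, the test of reads with several matches, the background ratio of vegetative replicate 2 and the peak numbering were chosen, or their criteria changed, only after the result was seen. So were the final criterion for the kb covered after thinning, changed once the thinned values were known because thinning leaves widths unchanged, and the test of a single copy, moved from the 650-kb run to the mirrored segment. The joined intervals, the equal numbers of summit windows, the removal of the stretch and the 800-kb segment were also chosen after seeing the data, the last of these after the density of the 650-kb run was known.

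The 2 calling styles raise the question of how much of the separation of vegetative from multicellular libraries is technical. In vegetative replicate 1 it can be asked within the narrow style. Its index with streaming and mound libraries was at most 0.241, and 0.413 or more between streaming and mound, so the split into narrow and broad style does not account for the distance. Neither does the number of peaks, with at most 0.204 against 0.490 or more for equal numbers of top peaks, nor number and width together, with at most 0.219 against 0.502 or more for equal numbers of summit windows. Depth explains little of it, since after the pileups of vegetative replicate 1 were thinned to the depth of each of these libraries its index with them was at most 0.242. A biological difference between vegetative and streaming or mound cells may remain, as a hypothesis found and tested on the same data from 1 vegetative library. Differences in preparation stay open. So does the fragment length, taken as the smallest width, which was 27 bp in this list and 42 to 49 bp in the streaming and mound lists.

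For vegetative replicate 2 the lists decide less. Its index with the fruiting libraries was at most 0.211, and no other pair of different stages was called in the broad style, so whether this is less than between any 2 stages cannot be told. Depth is not enough to explain the distance, as its background was at most 1.19 times that of a fruiting library. How far the whole separation stands apart from style depended on the setting. The vegetative pair, called in different styles, had 0.369 as deposited and 0.521 with joined intervals, above the 0.211 and 0.213 that vegetative replicate 2 reached with a fruiting library in its own style, and with joined intervals the separation was 0.202, first of 28, and the clusters were the stages. With equal numbers of top peaks and of summit windows it was 0.190 and 0.200 and also ranked first, but the vegetative pair had 0.196 and 0.225, below the highest index of vegetative replicate 2 with a fruiting library, 0.219 and 0.249, and the clusters followed the style. The first rank there may rest on the high indices among streaming and mound libraries.

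The larger area covered in vegetative libraries has 2 parts. In vegetative replicate 2 thinning to the lower depth of the fruiting libraries left 4577 intervals and 2921 kb. The larger of these had 2796 intervals and 1314 kb, so depth does not account for the larger number of intervals. Thinning leaves widths as they were, so 2921 kb is an upper value. How far depth adds to the area through wider intervals was not measured. In vegetative replicate 1 thinning to the lowest depth left 11223 intervals and 1480 kb, against 1367 kb in the largest of the streaming and mound libraries. The gap was larger at the other depths. Thinning left 1579 kb against 1267 kb for streaming replicate 1, 1653 against 1261 kb for streaming replicate 2 and 1632 against 1259 kb for mound replicate 1. These thinned areas of replicate 1 are upper values too, since widths stay as they were, so depth and stage cannot be told apart there. The ratio of 4.51 between the interval numbers of the vegetative replicates fell to 1.15 with joined intervals. Joining drops intervals under 200 bp, which the broad list did not hold. Replicate 1 went from 21951 to 5064 intervals and replicate 2 from 4866 to 4402. A fall was therefore built into the setting and does not tell calling style from other causes.

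Which multicellular stage lay closest to vegetative cells depended on the replicate. Vegetative replicate 1 shared most with streaming libraries, with a mean index of 0.234, and vegetative replicate 2 with fruiting libraries, with 0.183. With equal numbers of summit windows the closest stages were the same, at 0.216 and 0.238, so peak width is not enough to explain it. With the region Jaccard index streaming was closest to both (0.264 and 0.270). In the base-pair values each vegetative library was closest to a stage of its own calling style, so no order of stages is read from them.

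Summit pileups had a ceiling. The highest pileup was 54 in vegetative replicate 1, 92 and 98 in streaming, and 84 and 98 in mound libraries, in each case exactly 2 times the fragment length, and 95.0 to 97.3% of 2 times the fragment length in the broad libraries. Over the 7 libraries other than streaming replicate 2 the largest ratio was 1. This is what keeping a single read per position and strand after duplicate removal would give for fragments extended from single read ends. A consequence to look at is that the fold of the strongest peaks has an upper limit that differs between libraries.

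The stretch of DDB0232429 with few peaks may reflect 2 mirrored copies in the reference. The best centre of mirror symmetry of the summits fell within 100 bp of a common point in 7 of 8 libraries, at 3015882 to 3015899. The summits searched came from a window wider than the 650-kb run. In vegetative replicate 1 it held 154 summits, against 98 intervals of 1 summit each in the run. In vegetative replicate 2 the best centre was 3015434, with 5 mirrored pairs among 38 summits. In the other 7 libraries 21.4 to 32.4% as many mirrored pairs as summits were found, and at most 10.3% in 13 stretches of the same length elsewhere on the sequence. Removal of reads with several matches would leave peaks only where the copies differ. Each library had at least 9 intervals in the stretch, but how alike the copies are was not measured, so this stays open. Rows missing from the lists do not explain it, as 0 peak numbers were missing. A candidate explanation for the low density is that the strain sequenced carries 1 copy of a segment that the reference holds as 2, so that each copy receives 50% of the reads. Over the segment within 800 kb of the centre, the median density was 0.465 times that elsewhere (0.266 to 0.559). Halved pileups would leave 0.0993 to 0.404 of the peaks of each library there, less than the density found in all 8 libraries. The median absolute difference was 0.163. Over the 650-kb run the prediction was closer, at 0.102 to 0.415 against 0.116 to 0.430 found, with a median absolute difference of 0.0230. The answer thus depends on the stretch chosen, so the size of the drop does not decide it. The labels name AX4, while the study's methods and the series title name AX2 for ATAC-seq. Removing the stretch left the vegetative separation at 0.146 and the same-stage similarity at 0.239.

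Fruiting libraries had a larger share of their intervals on DDB0232433, 14.0% ± 0.778 (SD, n = 2), than the other libraries, 11.6% ± 0.331 (SD, n = 6), and a smaller share on DDB0232431, 12.4% ± 1.04 (SD, n = 2) against 15.3% ± 0.433 (SD, n = 6). In each case no other pair of libraries differed as much (exact permutation test over 28 pairs, two-sided, p = 0.0357, the smallest possible; Benjamini-Hochberg adjusted p = 0.0893 over the 10 sequences, 4 of which had this rank). Also ranked first, with larger fruiting shares, were DDB0220052 (0.867% against 0.401%) and DDB0237465 (0.871% against 0.552%). Each fruiting library had only 18 to 22 intervals on either, and explanations were not tested for them. On DDB0232433 the strongest 2019 intervals of each other library had at most 12.5%, against 13.8% or more in fruiting libraries. A small number of peaks therefore does not explain the larger share. On DDB0232431 they had as little as 12.6%, close to the 12.4% of a fruiting library, so there a small number of peaks cannot be told from the stage. Vegetative replicate 2, called in the broad style too, had 12.002% and 15.04%, near the other stages. The broad style did not bring the fruiting shares in that library, but 1 library cannot exclude a part played by style. With joined intervals the lower fruiting value on DDB0232433 was 12.7% and the highest other value 12.4%. On DDB0232431 the higher fruiting value was then 13.6% and the lowest other value 14.2%, against 13.2% and 14.8% as deposited. Both gaps thus depend on how intervals are counted. A link to the fruiting stage is a hypothesis from 2 libraries.

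DDB0237465 had a raised background in all 8 libraries, with a median of 4.98 to 10.0 times the background of the library, and DDB0220052 had 1.99 to 3.69 times. Both sequences stayed in the comparisons.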
